A study of Mus musculus with 12 samples. Its data were reported in "Estrogen-mediated downregulation of HIF-1α signaling in B lymphocytes influences postmenopausal bone loss" (2022).

How the data were processed

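RNA of bone marrow B cells of WT and Hif1a-deficient mice was sequenced after normoxia or hypoxia, with 3 libraries in each of 4 groups. The labels state that the cells were sorted with magnetic beads and that libraries were made from total RNA with an Illumina TruSeq RNA kit. The deposited table holds read counts of the 12 libraries for 46983 Ensembl genes, 1 column per library, which the authors had not normalized. CASAVA, Bowtie 0.12.2 and the mm10 build are named in the submitters' processing notes. The gene counter, the annotation release and the strand setting are not given in the sources used here, so reads of near-identical genes and pseudogenes, as many glycolysis genes have, and of overlapping or antisense genes are uncertain. Gene coordinates were taken from GENCODE for the same build. Symbols were given for 46488 identifiers, 495 had none, and 118 identifiers shared a symbol.

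Total counts were 27629175 to 36880082 per library, and 21912 to 27542 genes had a count. Immunoglobulin genes took 1.12 to 1.33% of counts, mitochondrial genes 1.08 to 2.03%, and the 10 largest genes 3.81 to 4.58%. TMM factors were 0.969 to 1.039. The first principal component of log2 CPM (prior count 2) held 44.6% of the variance and the second 17.5%. No pair of libraries within a group had counts that matched within sampling noise. Intervals on low counts cover counting error only.

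Differential expression was tested with edgeR 4.0.16 (R 4.3.3), with TMM scaling, its default filter for low counts, a robust quasi-likelihood fit of 4 group means over all 12 libraries, and quasi-likelihood F tests. Genes were called at an adjusted p of 0.05 (Benjamini-Hochberg) over the 17506 genes tested. The 29477 genes left out of the fit held 0.07% of the reads and 13468 of them had no count. The common biological coefficient of variation was 0.164. The comparisons were hypoxia against normoxia in WT and in KO, KO against WT under hypoxia and under normoxia, and the interaction, which is the KO response minus the WT response. The overlap of genes raised in WT hypoxia with genes lower in KO under hypoxia was set against the product of their shares and against simulated unchanged groups that share libraries. The responses of the genotypes were compared by Pearson r and slope across genes.

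Gene lists were fixed before the data were examined, as were the groups, comparisons, tests, alternative settings and the rule for named genes. The 28 lists, with 541 entries of which 2 matched no symbol, cover HIF pathway components, glucose uptake and glycolysis, other canonical hypoxia-induced genes, RANKL-OPG and osteoclast-regulating cytokines, HIF-1α-bound genes raised after ovariectomy, the nuclear-encoded respiratory chain, mitochondrially encoded transcripts, cholesterol synthesis, the amino acid and integrated stress response, the unfolded protein response, p53 targets and apoptosis regulators, proliferation, ribosome biogenesis and Myc-linked genes, interferon-stimulated genes, immediate early and NF-kB targets, B-lineage identity and receptor genes, pro-B and pre-B cell genes, immature and mature B cell genes, plasma cell genes, neutrophil genes, monocyte and macrophage genes, T and NK cell genes, plasmacytoid and other dendritic cell genes, erythroid genes, megakaryocyte and platelet genes, stromal and endothelial genes, replication-dependent histone genes, and sex-linked genes. Some genes stand in more than 1 list (Egln1, Egln3, Vldlr, Flt3, Xbp1, Tfrc and Fbn1). Lists with at least 5 tested members were tested against other genes with camera in limma 3.58.1 at a preset correlation of 0.01, and beside it with an estimated correlation and with fry, which tests whether the genes of a list move, on balance, one way.

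Genes named in the text follow a rule. Hif1a, Cd79a, Tnfsf11 and Tnfrsf11b are always included. From each list come up to 4 called members with the smallest adjusted p or, in a list with none, at most 2 members with the highest counts as values only. Per comparison the 8 called genes with the largest change in each direction were added, where the mean CPM was at least 1 in the higher group and the libraries of the groups did not overlap, without predicted models, pseudogenes and immunoglobulin segments. Other genes are named only where the text says so. Some genes that the rule takes are not reported here.

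The alternative settings fixed in this way were RLE size factors, scaling without immunoglobulin and mitochondrial genes, no filter, a filter at a CPM of 1 in 3 libraries, only the compared groups in the fit, the replicate number as a block, DESeq2 1.42.0, a fold threshold of 2, and leaving out each library in turn. Added after seeing the data were a covariate for Y-linked reads and the monocyte and neutrophil levels as covariates. A fit of only the libraries with Xist and without Y-linked reads was added then too. The covariate for Y-linked reads marked WT libraries 1 and 2 of both conditions but not KO hypoxia library 1, which had 1507 Y-linked counts. Differences between KO and WT in that covariate fit therefore rest mainly on WT library 3 of each condition. Residuals of libraries with the same number were correlated between WT normoxia and WT hypoxia (r across genes of 0.45, 0.67 and 0.63), so the numbers pair the WT libraries. For KO the values were 0.01, 0.14 and 0.41. KO normoxia library 1 correlated best with KO hypoxia library 2 (0.35), so the numbers do not clearly pair the KO libraries. Tnfsf11 and Tnfrsf11b lay below the filter and were compared as summed counts with an exact binomial test. The pipeline was tested on simulated data with known changes. The changed genes were drawn from those with a mean CPM above 1. With genes changed by 1.5-fold, 2-fold and 4-fold, it recovered 38.1%, 65.2% and 95.6% in the WT response and 17.5%, 46.4% and 88.2% for the interaction. Of 100 unchanged lists, camera called 0, with the raised list of 20 genes called. The simulated genes varied independently, while the estimated correlation within the real lists had a median of 0.222 in the WT response. The simulation therefore does not show how often camera at the preset 0.01 falsely calls lists of correlated genes.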

Results

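RNA reads were counted per gene in 12 libraries of mouse bone marrow B cells, isolated with magnetic beads. The cells came from wild-type mice (WT) or from mice lacking HIF-1α in B cells (libraries labelled KO), and were kept in normoxia or hypoxia, with 3 libraries in each of the 4 groups. HIF-1α is the oxygen-regulated subunit of a transcription factor that drives genes of the response to low oxygen, and the stated aim of the series was to find the genes it regulates in these cells. Total counts ran from 27629175 to 36880082 per library. The labels do not say that the libraries of a group came from separate mice, so the p-values measure only the spread between these libraries. Fold changes are log2 values with the standard error (SE), from 3 libraries against 3, and called genes are those past an adjusted p of 0.05 in the edgeR quasi-likelihood test with Benjamini-Hochberg correction over 17506 genes.

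Hif1a itself (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530) had 2351, 2804 and 3480 counts in WT normoxia, 2495, 2395 and 3347 in WT hypoxia, 4085, 3148 and 3186 in KO normoxia, and 4442, 3942 and 3677 in KO hypoxia. Its level was 89.6 ± 6.25 normalised counts (CPM, the count scaled to a common library size, ± SD, n = 3) in WT normoxia and 128 ± 7.79 in KO hypoxia. Between the genotypes it differed under hypoxia by 0.46 ± 0.10 (edgeR adjusted p = 0.0132), higher in KO, a call lost without WT hypoxia library 1 (0.41), WT hypoxia library 2 (0.39) or KO hypoxia library 1 (0.43). The call was also lost with Y-linked reads as a covariate (0.28), with monocyte and neutrophil levels as covariates (0.34) and with only the libraries that had Xist and no Y-linked reads (0.17). Counts over the whole gene include the exons outside the deleted part, so they do not check the genotype. The label check is Cd79a (ENSMUSG00000003379, chromosome 7, 24897381 to 24902197), a chain of the B cell receptor complex whose locus carries the Cre recombinase in these mice. Every WT library held 44132 to 61561 Cd79a counts and every KO library 22363 to 31560, a difference of -0.93 ± 0.10 under hypoxia (edgeR adjusted p = 0.000169) and -1.02 ± 0.10 under normoxia (edgeR adjusted p = 0.000984), the latter not called with the fit limited to the compared groups.

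**Figure D1:**
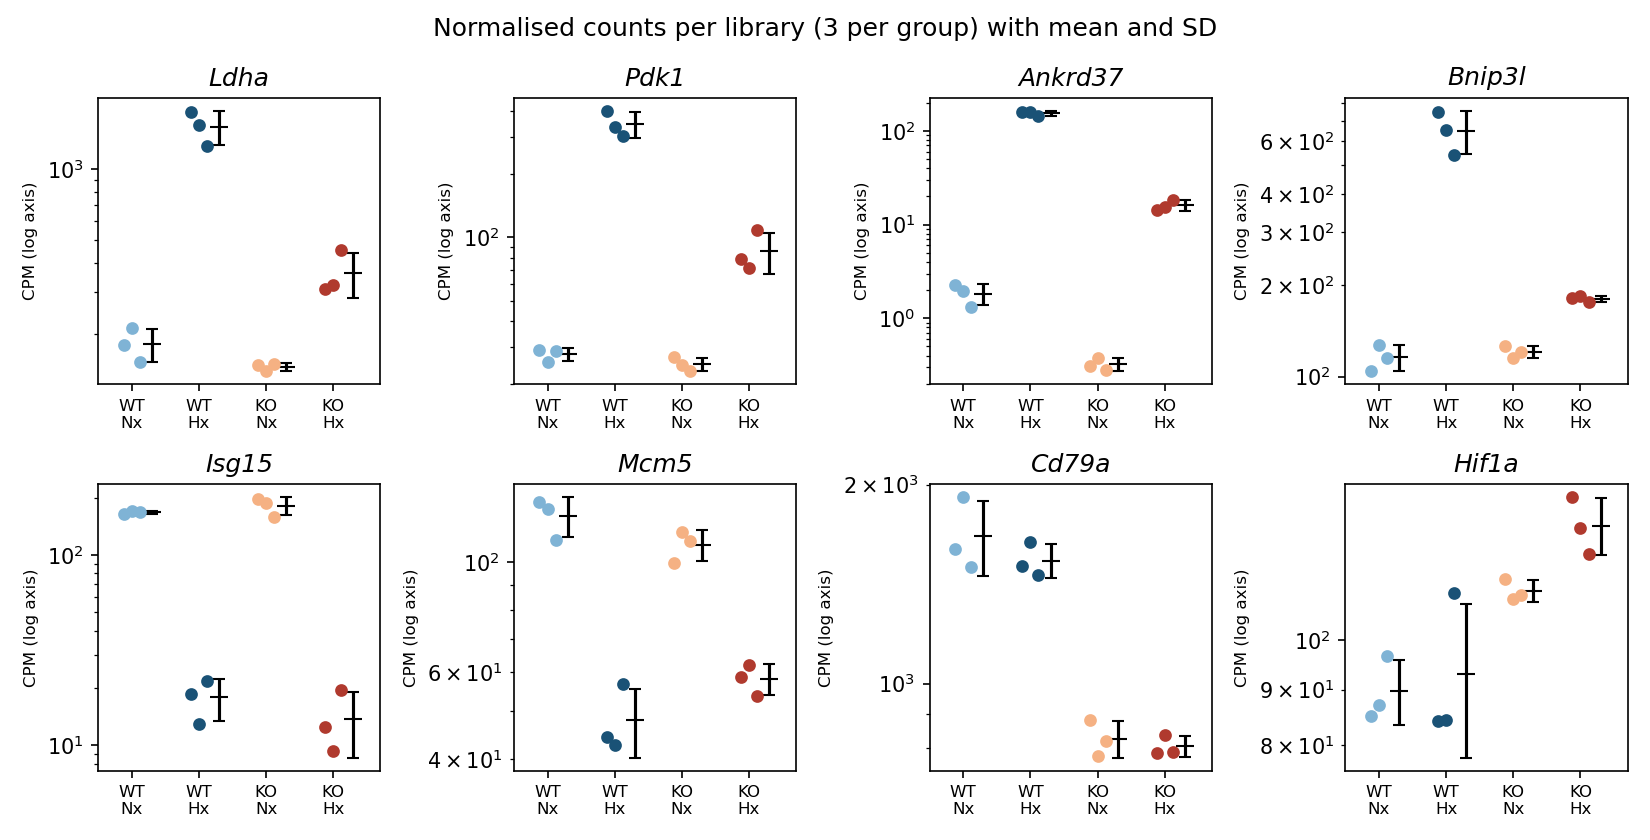
CPM, on a log axis, of selected genes in each of the 12 libraries, by group (points are libraries, with the mean and SD of 3 beside them). Cd79a separates the genotypes, with WT normoxia at a mean of 1669 and KO normoxia at 826.

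The libraries also differed in traits that their groups do not name. WT libraries 1 and 2 of both conditions carried Y-linked reads (310.0 to 396.3 CPM, here scaled by total counts alone) and 18 to 21 counts of Xist, the transcript made from the inactive X chromosome, while WT library 3 and the KO libraries had Xist at 1368 to 2120 CPM. Y-linked counts were 0 in those libraries except KO hypoxia library 1, with 1507 counts (46.0 CPM). Genes of other bone marrow cells were present: S100a8, a calcium-binding protein of neutrophils, ranged from 221.8 to 1241 CPM, the lysozyme gene Lyz2 from 179 to 1463, and the haemoglobin gene Hba-a1 from 28.3 to 1003, the highest in KO normoxia library 1. The mean level of the monocyte list was 5.52, 5.51 and 4.97 log2 CPM in the WT normoxia libraries and 3.65, 3.72 and 4.97 in those of KO normoxia. Under hypoxia it was 5.21, 5.22 and 4.92 in WT and 4.10, 3.48 and 4.57 in KO. No sex-linked gene was called in any comparison, with an SE of 2.72 for Xist in the WT response, so no fold is given for these 5 genes (camera adjusted p = 0.867 in the WT response).

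**Figure D2:**
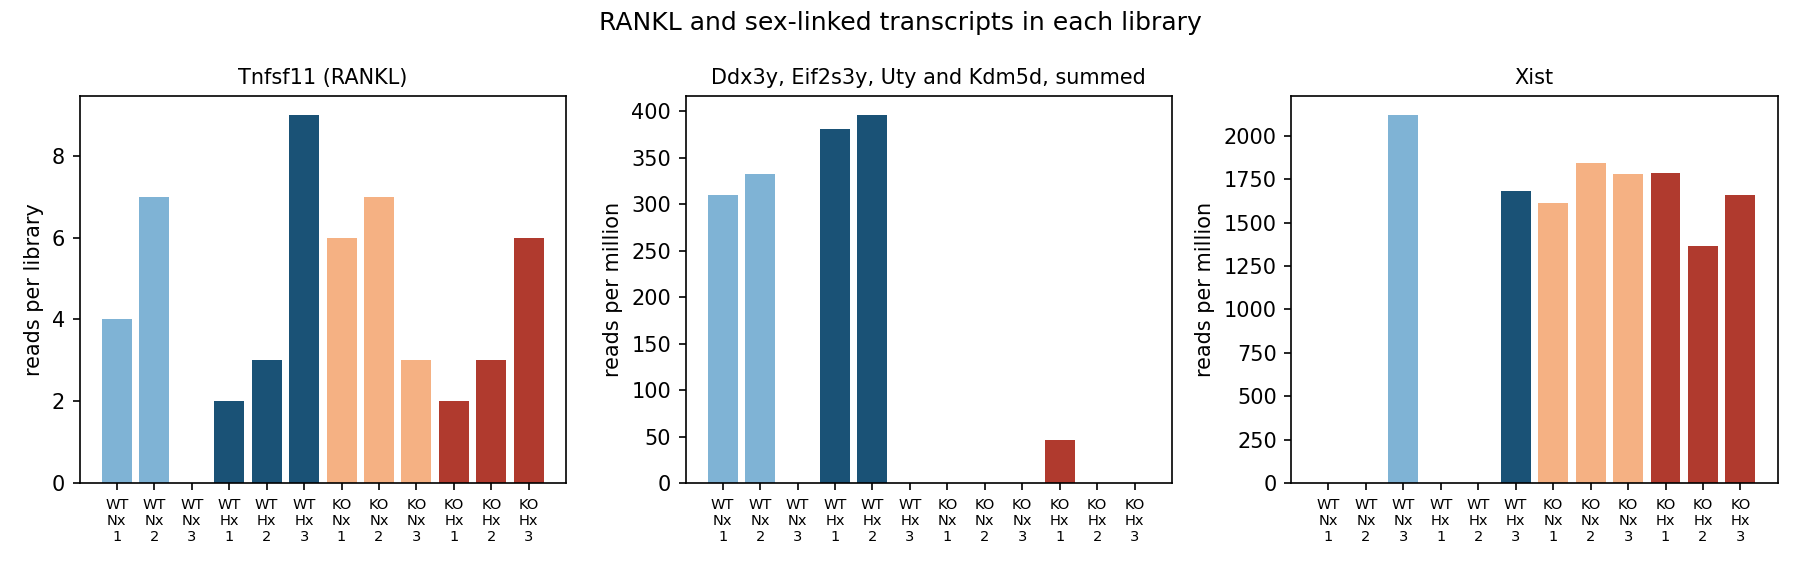
Tnfsf11 reads, and the CPM of 4 summed Y-linked genes and of Xist, in each of the 12 libraries. Y-linked reads appear in WT libraries 1 and 2 of both conditions and, at 46.0 CPM, in KO hypoxia library 1.

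What low oxygen does to wild-type B cells was the first comparison. Under hypoxia WT cells raised genes of glucose uptake and glycolysis, the route that yields ATP without oxygen. Of 23 listed genes, 20 rose (21 adjusted over the list alone), with a median log2 fold change of 2.34. Aldoa, encoding a fructose-bisphosphate aldolase, rose by 3.04 ± 0.13, the phosphofructokinase Pfkl by 3.20 ± 0.14 and the enolase Eno1 by 3.40 ± 0.16. Pdk1 (ENSMUSG00000006494, chromosome 2, 71873224 to 71903858) encodes a kinase that holds back pyruvate dehydrogenase, a mitochondrial enzyme that uses pyruvate. Its level went from 27.8 ± 1.88 CPM (SD, n = 3) to 345 ± 48.4, a change of 3.64 ± 0.15. The list was higher than other genes (camera adjusted p = 8.5e-24), with adjusted p = 0.13 with an estimated correlation.

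Other canonical hypoxia genes rose with them, 30 of 39 (33 adjusted over the list alone), with a median of 1.73. The carbonic anhydrase Car9 fell (-0.74) and, adjusted over the list alone, so did Tfrc (-0.20), both picked out after their values were seen. Ankrd37, an ankyrin-repeat gene (ENSMUSG00000050914, chromosome 8, 45996902 to 46005707), rose from 1.83 ± 0.461 CPM (SD, n = 3) to 153 ± 9.14, or 6.40 ± 0.17. The collagen prolyl hydroxylase subunit P4ha1 rose by 3.27 ± 0.12, the histone demethylase Kdm3a by 2.05 ± 0.08 and the mitophagy receptor Bnip3l by 2.49 ± 0.11. The list test gave a camera adjusted p = 8.04e-23 and an adjusted p = 0.153 with an estimated correlation. Of the list, Mgarp, Ankrd37, Fam162a and Cox4i2 were also among genes the study displayed from these samples, so they are not independent evidence of its direction. Among HIF pathway components, 8 of 16 rose and 1 fell, both over all genes and adjusted over the list alone, with a median of 0.35. They include the oxygen sensors Egln3 (4.26 ± 0.30) and Egln1 (2.02 ± 0.16) and Epas1 (1.59 ± 0.23), which encodes HIF-2α, while the member that fell was the estrogen receptor gene Esr1 (-0.44), named after its value was seen. Their camera adjusted p was 0.00201, with an adjusted p = 0.13 with an estimated correlation. Among the genes taken by the naming rule, the largest rises were those of Mgarp (7.53 ± 0.64), Ankrd37, the G-protein signalling regulator Rgs11 (6.31 ± 0.41) and the mitochondrial adenylate kinase Ak4 (6.16 ± 0.46). Reads shared with near-identical copies, such as Eno1b for Eno1 and a pseudogene of Bnip3l, make the values of those genes less certain.

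Interferon-stimulated genes fell. All 22 listed genes fell over all genes tested and all 22 adjusted over the list alone, with a median of -2.84. The chemokine gene Cxcl10 fell by 3.34 ± 0.23, the ubiquitin-like modifier Isg15 fell by 3.22 ± 0.25, and the signal transducer Stat2 fell by 1.09 ± 0.10. The list had a camera adjusted p = 8.5e-24, and an adjusted p = 0.13 with an estimated correlation. Ifit3 (-4.71 ± 0.46) and the interferon-inducible GTPase Iigp1 (-4.60 ± 0.44) were the named genes with the largest falls.

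Genes of growth and division fell too. In the proliferation list 23 of 28 fell (24 adjusted over the list alone), with a median of -0.61, among them the replicative helicase subunit Mcm5 (-1.36 ± 0.11) and the ribonucleotide reductase subunit Rrm1 (-1.07 ± 0.10). Its camera adjusted p was 4.08e-13, with an adjusted p = 0.216 with an estimated correlation. Of the ribosome biogenesis and Myc-linked genes 17 of 20 fell (17 adjusted over the list alone, where Npm1 rose by 0.24, named after its value was seen), with a median of -0.51, such as Rrp9 (-1.07 ± 0.13) and the polyamine enzyme Odc1 (-0.63 ± 0.08). Their camera adjusted p was 4.86e-08, with an adjusted p = 0.216 with an estimated correlation. In the list of the unfolded protein response 12 of 16 fell and 1 rose, also adjusted over the list alone, with a median of -0.38. Its chaperone genes Calr (-0.81 ± 0.09) and Hspa5 (-0.70 ± 0.09) fell, and the member that rose was the co-chaperone Dnajb9 (0.34), named after its value was seen. The camera adjusted p was 8.79e-06, with an adjusted p = 0.153 with an estimated correlation.

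Of the nuclear-encoded respiratory chain genes 14 of 38 fell (18 adjusted over the list alone), with a median of -0.28, among them cytochrome c (Cycs, -0.83 ± 0.09) and the complex I subunit Ndufv1 (-0.69 ± 0.10). Their camera adjusted p was 1.35e-06, with an adjusted p = 0.521 with an estimated correlation. Cholesterol synthesis genes fell in 8 of 22 cases (8 adjusted over the list alone), such as mevalonate kinase (Mvk, -1.36 ± 0.17), with a camera adjusted p = 0.000717 and an adjusted p = 0.411 with an estimated correlation. That call was lost with only the libraries with Xist and without Y-linked reads. Of the amino acid and integrated stress response genes 8 of 20 rose (10 adjusted over the list alone), including asparagine synthetase (Asns, 0.89 ± 0.09) and Trib3 (1.39 ± 0.16), with a camera adjusted p = 0.000262 and an adjusted p = 0.216 with an estimated correlation. In the list of p53 targets and apoptosis regulators 8 of 19 rose and 1 fell, also adjusted over the list alone. The pro-death genes Bcl2l11 (1.29 ± 0.08) and Bbc3 (1.03 ± 0.15) rose and the survival gene Bcl2 fell (-0.40, named after its value was seen), with a camera adjusted p = 0.00317 and an adjusted p = 0.153 with an estimated correlation. Among mitochondrially encoded transcripts the ribosomal RNAs mt-Rnr1 (0.85 ± 0.16) and mt-Rnr2 (0.88 ± 0.17) rose and 5 of the 14 fell, such as mt-Nd1 (-0.68 ± 0.16); adjusted over the list alone 2 rose and 8 fell, and the list did not pass (camera adjusted p = 0.0526).

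B cell genes moved in small steps. In the list of B-lineage identity and receptor genes 5 of 16 fell (5 adjusted over the list alone), including the kinase Blk (-0.41 ± 0.07) and Cd72 (-0.40 ± 0.08), with a camera adjusted p = 0.00963 and an adjusted p = 0.411 with an estimated correlation. Of the pro-B and pre-B cell genes 4 of 20 rose and 6 fell (5 and 6 adjusted over the list alone; camera adjusted p = 0.562), the cyclin Ccnd3 among those that fell (-0.53 ± 0.08). Of the immature and mature B cell genes 3 of 20 rose and 9 fell (3 and 10 adjusted over the list alone; camera adjusted p = 0.247). S1pr1, the receptor that guides cells out of tissues, rose by 0.58 ± 0.09 and the MHC class II chain H2-Aa fell by 0.88 ± 0.18. Of 8 plasma cell genes 2 rose and 1 fell, also adjusted over the list alone (camera adjusted p = 0.444), led by the plasma cell regulator Prdm1 (0.89 ± 0.13). Immediate early and NF-kB targets rose in 1 case, Ier3 (1.84 ± 0.20), and fell in 4 of 24 (1 and 3 adjusted over the list alone; camera adjusted p = 0.608), such as the activation marker Cd69 (-0.43 ± 0.10).

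Genes that the study ties to bone loss and those of other cell types completed the lists. Tnfsf11, which encodes the osteoclast factor RANKL, lay below the count filter. Of 14 tested RANKL-OPG and osteoclast-regulating cytokines 6 fell (6 adjusted over the list alone; camera adjusted p = 0.0526), including the macrophage growth factor Csf1 (-1.60 ± 0.12) and Tnf (-1.28 ± 0.20). Of 19 tested HIF-1α-bound genes raised after ovariectomy, a list the study drew from other samples, 2 rose and 4 fell, also adjusted over the list alone (camera adjusted p = 0.867), with a median of 0.15 but a mean of -0.05. Cpt1a, which brings fatty acids into mitochondria, rose by 0.69 ± 0.08 and Aif1 fell by 1.69 ± 0.30. T and NK cell genes fell in 6 cases and rose in 1 of 17, also adjusted over the list alone, with Cd4 at -1.75 ± 0.15 and Cd8a at -1.47 ± 0.15. That list had a camera adjusted p = 0.0416, an adjusted p = 0.289 with an estimated correlation, and no call without WT hypoxia library 3 (median -0.30), with Y-linked reads as a covariate or with a filter at a CPM of 1. Of 11 plasmacytoid and other dendritic cell genes 5 fell and 1 rose (7 and 1 adjusted over the list alone), with Klk1 at -3.50 ± 0.17 and the chemokine receptor Ccr9 at -1.11 ± 0.12 (camera adjusted p = 0.00241, and adjusted p = 0.18 with an estimated correlation). Megakaryocyte and platelet genes had 1 of 10 higher, Vwf (1.35 ± 0.29), also adjusted over the list alone, with a median of 0.92, a camera adjusted p = 0.00829 and an adjusted p = 0.521 with an estimated correlation.

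The remaining lists of other cell types did not pass in WT cells. Monocyte and macrophage genes rose in 3 and fell in 4 of 17 cases (3 and 5 adjusted over the list alone; camera adjusted p = 0.608), with the Fc receptor Fcgr1 at -3.16 ± 0.33 and the chemokine receptor Ccr2 at 0.99 ± 0.15. Stromal and endothelial genes rose in 3 and fell in 4 of 13 cases, also adjusted over the list alone (camera adjusted p = 0.672), with a median of -0.02 but a mean of 0.09, and the median turned to 0.01 with RLE size factors. Of 17 neutrophil genes 2 were called higher over all genes, Ly6g and Cxcr2, but 0 of 17 adjusted over the list alone (camera adjusted p = 0.112). Klf1 was called in the same way among 13 erythroid genes, with 0 adjusted over the list alone (camera adjusted p = 0.608). These 3 edgeR calls had unadjusted p-values under 0.05 and were each lost without at least 4 of the 6 libraries in turn. Among 9 replication-dependent histone genes Hist1h2bc rose by 1.00 ± 0.20, also adjusted over the list alone (camera adjusted p = 0.243).

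In total 4862 genes were called between WT hypoxia and normoxia by the edgeR quasi-likelihood test, 2003 higher and 2859 lower, of which 708 and 558 changed more than 2-fold. In a fit without the libraries that carried Y-linked reads, which left 1 WT library per condition and assumed that it varied like the other groups, 1070 genes were called.

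The same comparison in KO cells asked what remains of the response without HIF-1α. Glycolysis genes still rose, in 18 of 23 cases (18 adjusted over the list alone), with a median of 1.18. Aldoa rose by 2.03 ± 0.13, its brain-type relative Aldoc by 3.32 ± 0.21, and Pdk1 by 1.79 ± 0.14. The member that fell was the pyruvate dehydrogenase kinase Pdk3 (-0.31, named after its value was seen). The list had a camera adjusted p = 8.71e-12, and an adjusted p = 0.153 with an estimated correlation. Of the other canonical hypoxia genes 30 of 39 rose (32 adjusted over the list alone) and the transferrin receptor Tfrc fell (-0.48 ± 0.08), with a median of 0.92. Ankrd37 rose by 5.62 ± 0.20 and the vascular growth factor Vegfa by 1.97 ± 0.14 (list camera adjusted p = 9.21e-12, and adjusted p = 0.234 with an estimated correlation). HIF pathway components rose in 6 and fell in 1 of 16 cases (8 and 1 adjusted over the list alone), with Egln3 at 3.97 ± 0.31 (camera adjusted p = 0.00156, and adjusted p = 0.0819 with an estimated correlation).

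All 22 interferon-stimulated genes fell in KO cells (22 adjusted over the list alone), with a median of -3.38, such as Cxcl10 (-3.95 ± 0.25) and the antiviral GTPase Mx1 (-3.88 ± 0.25). Their camera adjusted p was 3.53e-26, with an adjusted p = 0.0819 with an estimated correlation. Amino acid and integrated stress response genes rose in 14 of 20 cases (18 adjusted over the list alone), with a median of 0.62, including Asns (1.40 ± 0.09) and the serine enzyme Shmt2 (0.86 ± 0.10), with a camera adjusted p = 1.59e-08 and an adjusted p = 0.106 with an estimated correlation. Of the p53 targets and apoptosis regulators 10 of 19 rose and 2 fell (12 and 2 adjusted over the list alone), such as Bbc3 (1.24 ± 0.15) and Bax (0.74 ± 0.10), with a camera adjusted p = 0.000122 and an adjusted p = 0.0819 with an estimated correlation. The unfolded protein response list fell in 12 of 16 cases (12 adjusted over the list alone), led by Creld2 (-1.03 ± 0.11) and Calr (-0.84 ± 0.09), with a camera adjusted p = 4.66e-05 and an adjusted p = 0.153 with an estimated correlation. Proliferation genes fell in 11 of 28 cases and rose in 1 (11 and 1 adjusted over the list alone), with Mcm5 at -0.89 ± 0.11 (camera adjusted p = 0.00185, and adjusted p = 0.653 with an estimated correlation). The member that rose was the mitotic kinesin Kif11 (0.31). Ribosome biogenesis and Myc-linked genes fell in 10 of 20 cases (11 adjusted over the list alone, where Npm1 rose by 0.28), with Myc at -0.89 ± 0.18 (camera adjusted p = 0.00156, and adjusted p = 0.57 with an estimated correlation).

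Among B cell genes of the KO libraries, the surrogate light chain genes Igll1 (-1.21 ± 0.19) and Vpreb1 (-1.18 ± 0.20) of early B cells fell. The list of immature and mature B cell genes fell in 9 and rose in 2 of 20 cases (9 and 3 adjusted over the list alone), with H2-Aa at -1.20 ± 0.18 and S1pr1 at 0.78 ± 0.09 (camera adjusted p = 0.0105, and adjusted p = 0.587 with an estimated correlation). B-lineage genes fell in 6 of 16 cases (8 adjusted over the list alone, where Pou2af1 rose by 0.22, named after its value was seen), with the lineage regulator Pax5 at -0.42 ± 0.09 (camera adjusted p = 0.0105, and adjusted p = 0.503 with an estimated correlation), a call lost with monocyte and neutrophil levels as covariates. Mitochondrially encoded transcripts fell in 7 and rose in 2 of 14 cases (11 and 2 adjusted over the list alone), the latter being mt-Rnr1 (0.70 ± 0.16) and mt-Rnr2 (0.66 ± 0.17), with a camera adjusted p = 0.0105 and an adjusted p = 0.597 with an estimated correlation. T and NK cell genes fell in 7 and rose in 1 of 17 cases, also adjusted over the list alone, with Cd4 at -2.27 ± 0.16. Dendritic cell genes fell in 8 and rose in 1 of 11, also adjusted over the list alone, with Klk1 at -4.23 ± 0.18. The members that rose, Klrd1 (1.00) and Zbtb46 (0.76), were named after their values were seen. Those lists had camera adjusted p-values of 0.00519 and 2.17e-05, with adjusted p = 0.167 and adjusted p = 0.0819 with an estimated correlation. In total 5296 genes were called by the edgeR quasi-likelihood test, 2540 higher and 2756 lower. Camera also called the cytokine, respiratory chain and neutrophil lists, with adjusted p = 0.153, adjusted p = 0.914 and adjusted p = 0.741 with an estimated correlation. The first 2 were each lost in at least 3 alternative fits, the respiratory chain among others without KO normoxia library 2 (median -0.09) or KO hypoxia library 1 (-0.08). The neutrophil call was lost without KO normoxia library 1 (camera adjusted p = 0.274) or KO hypoxia library 3 (0.0821).

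**Figure D3:**
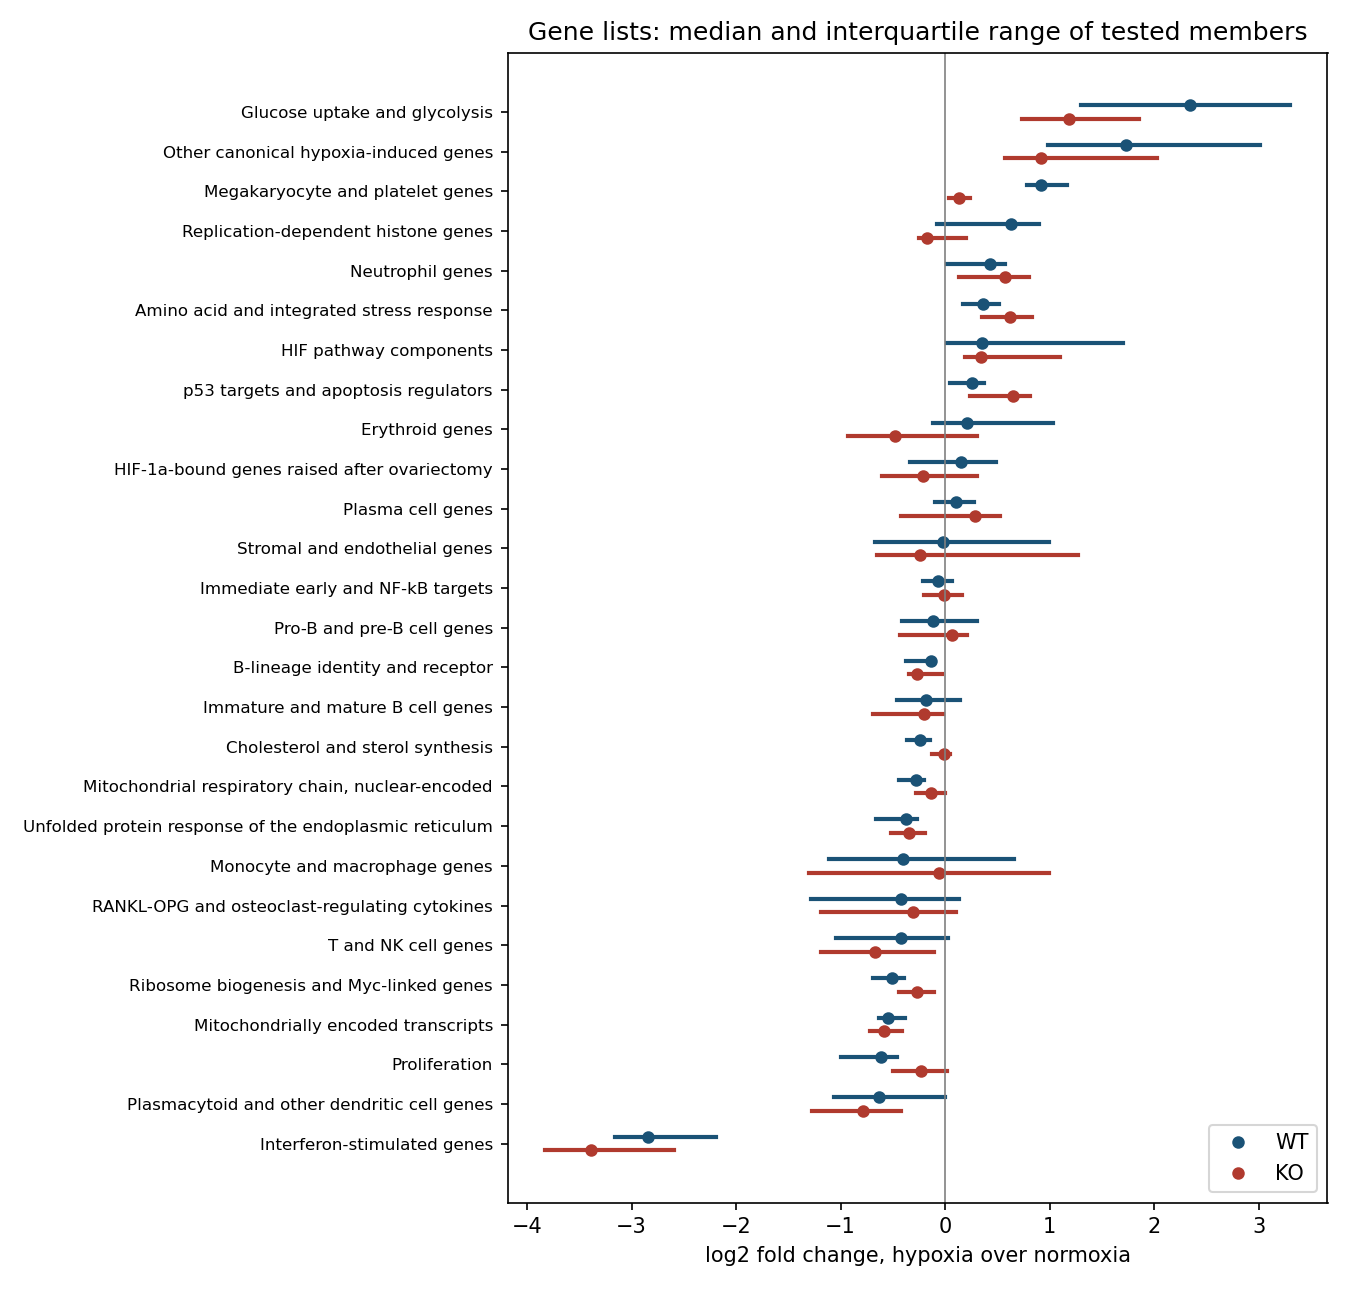
Log2 fold change under hypoxia of each list in WT and KO cells, with points for the median and bars for the interquartile range of the tested members. Glycolysis sits at 2.34 in WT and 1.18 in KO, and interferon-stimulated genes at -2.84 and -3.38.

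KO and WT libraries were then compared under hypoxia. Glycolysis genes were lower in KO in 19 of 23 cases (21 adjusted over the list alone), with a median of -1.26. Ldha, which makes lactate from pyruvate, differed by -2.06 ± 0.17, the isomerase Tpi1 by -2.20 ± 0.18, and Pdk1 by -2.00 ± 0.14. The list had a camera adjusted p = 1.13e-26, and an adjusted p = 0.155 with an estimated correlation. Of the other canonical hypoxia genes 21 of 39 were lower (27 adjusted over the list alone), with a median of -0.77, a camera adjusted p = 8.21e-23 and an adjusted p = 0.243 with an estimated correlation. Ankrd37 differed by -3.26 ± 0.14, Bnip3l by -1.84 ± 0.11 and Kdm3a by -0.99 ± 0.08.

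Proliferation genes were higher in KO in 14 of 28 cases (22 adjusted over the list alone), with a median of 0.40, such as Kif11 (0.96 ± 0.11), the topoisomerase Top2a (0.74 ± 0.13) and the cycling marker Mki67 (0.78 ± 0.15). Their camera adjusted p was 3.2e-13, with an adjusted p = 0.378 with an estimated correlation. Cholesterol synthesis genes were higher in 6 of 22 cases (10 higher and 1 lower adjusted over the list alone), with a camera adjusted p = 5.73e-05 and an adjusted p = 0.433 with an estimated correlation. That call, too, was lost with only the libraries with Xist and without Y-linked reads. Immature and mature B cell genes were lower in 6 and higher in 1 of 20 cases (10 and 2 adjusted over the list alone), such as lymphotoxin beta (Ltb, -1.30 ± 0.24), with a camera adjusted p = 0.000289 and an adjusted p = 0.455 with an estimated correlation. Among early B cell genes Dntt (-0.73 ± 0.14), which adds nucleotides at V(D)J joins, was lower and the transcription factor Bach2 (0.61 ± 0.12) higher, and the list did not pass, with a median of 0.11 but a mean of -0.11 (camera adjusted p = 0.906). Interferon-stimulated genes had a median of -0.54 and 2 of 22 called lower, Cxcl10 and Gbp2 (2 adjusted over the list alone), each lost in at least 4 of the 6 fits without a library, with a camera adjusted p = 1.14e-05 and an adjusted p = 0.455 with an estimated correlation.

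Some lists of other cell types were lower in KO. Monocyte and macrophage genes were lower in 5 of 17 cases (5 adjusted over the list alone), with a median of -0.69, such as Ccr2 (-0.86 ± 0.15), Ly6c2 (-0.68 ± 0.14) and the protease Ctss (-0.46 ± 0.08). That list had a camera adjusted p = 7.71e-06, and an adjusted p = 0.433 with an estimated correlation. T and NK cell genes (3 of 17 lower, 4 adjusted over the list alone) and dendritic cell genes (4 of 11 lower, 6 adjusted over the list alone) had camera adjusted p-values of 0.00479 and 0.00107, with adjusted p = 0.257 and adjusted p = 0.243 with an estimated correlation. The lists of erythroid genes (camera adjusted p = 0.479), megakaryocyte and platelet genes (0.219) and stromal and endothelial genes (0.334) did not pass. Camera also called the cytokine, amino acid, ribosome biogenesis and neutrophil lists, and each of these calls was lost without KO hypoxia library 2 (medians of -0.28, 0.15, 0.12 and -0.42). With all libraries these lists had adjusted p = 0.243, adjusted p = 0.492, adjusted p = 0.492 and adjusted p = 0.63 with an estimated correlation. The genes that the naming rule takes by size of difference include Dlc1 (-4.21 ± 0.75), the collagen chain Col6a6 (-4.12 ± 0.50), the respiratory chain subunit Cox4i2 (-3.18 ± 0.44) and, higher in KO, Eqtn (2.92 ± 0.35) and the amino acid transporter Slc6a19 (1.64 ± 0.15).

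In total 1723 genes were called by the edgeR quasi-likelihood test, 826 higher and 897 lower, of which 24 and 204 differed more than 2-fold. The count was 672 without WT hypoxia library 1, 754 without WT hypoxia library 2, 675 without KO hypoxia library 1 and 1147 without KO hypoxia library 2. It was 114 with the levels of the monocyte and neutrophil lists as covariates, 648 with Y-linked reads as a covariate and 30 without the libraries that carried Y-linked reads; in the fit with the monocyte and neutrophil levels the differences of Hif1a, Top2a, Mki67, Ltb, Dntt, Bach2, Dlc1 and Cox4i2 were no longer called, while those of Ldha, Tpi1, Ankrd37, Bnip3l and Kdm3a were.

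Under normoxia KO and WT libraries differed in few single genes. Ankrd37 differed by -2.49 ± 0.24 (edgeR adjusted p = 0.000984), lower in KO, and Cd79a was lower as well, as given above. A further call, Narf (-0.56 ± 0.08, edgeR adjusted p = 0.0246), was lost without WT normoxia library 1 (-0.56), KO normoxia library 1 (-0.53) or KO normoxia library 2 (-0.59).

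Glycolysis genes had a median of -0.23 with 0 of 23 called in edgeR over all genes and 0 adjusted over the list alone, such as Pkm (-0.38 ± 0.16) and Aldoa (-0.32 ± 0.12), and the list test gave a camera adjusted p = 0.00313 and an adjusted p = 0.791 with an estimated correlation. Monocyte and macrophage genes had a median of -0.95, 0 of 17 called over all genes and 9 lower adjusted over the list alone, with Lyz2 at -0.95 ± 0.47. Their camera adjusted p was 1.84e-12, with an adjusted p = 0.344 with an estimated correlation. Neutrophil genes had a median of -0.75 (camera adjusted p = 3.87e-08, and adjusted p = 0.759 with an estimated correlation) and erythroid genes one of 1.93 (camera adjusted p = 0.0035, and adjusted p = 0.791 with an estimated correlation), with the haemoglobin gene Hbb-bs at 2.19 ± 1.03; the erythroid call was lost without KO normoxia library 1 (median 0.60). Camera called 11 lists in all, and none held with an estimated correlation. The monocyte and neutrophil calls held in every alternative fit but the one that has their own levels as covariates, which removes them by construction. The other 9 were each lost in at least 1. The glycolysis call was lost with Y-linked reads and with monocyte and neutrophil levels as covariates, and its direction turned in 1 of these 2 fits.

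The edgeR quasi-likelihood test called 4 genes under normoxia, 1 higher and 3 lower in KO, with 1594 genes at an unadjusted p under 0.05, while DESeq2 called 94 and the edgeR fit with only the compared groups called 0. The edgeR count was 16 without WT normoxia library 3 and 294 without KO normoxia library 3. On simulated counts of the same depth, 66.7% of genes changed by 2-fold were recovered in this comparison. Those genes had a mean CPM above 1 and varied independently, and more were changed than were called here. The share may therefore overstate recovery in the real libraries.

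Whether the hypoxia response itself differed between the genotypes was tested by their interaction. The mitophagy receptor Bnip3l rose less in KO, with an interaction of -1.91 ± 0.15 (edgeR adjusted p = 0.000171). The interactions of Pdk1 (-1.85 ± 0.20), Tpi1 (-2.01 ± 0.25), Pfkl (-1.55 ± 0.19), the glycolytic regulator Pfkfb3 (-1.08 ± 0.14), Kdm3a (-1.14 ± 0.11) and P4ha1 (-1.19 ± 0.15) were also negative. Each of these 7 genes kept its call without any 1 of the 12 libraries, but only Bnip3l was called (-1.65) in the fit of the libraries with Xist and without Y-linked reads, which leaves 1 WT library per condition. In the glycolysis list 12 of 23 genes had a weaker rise in KO (16 adjusted over the list alone), with a median interaction of -1.03, a camera adjusted p = 1.79e-27 and an adjusted p = 0.145 with an estimated correlation. Of the other canonical hypoxia genes 9 of 39 did (17 adjusted over the list alone), with a median of -0.58, a camera adjusted p = 1.74e-14 and an adjusted p = 0.319 with an estimated correlation.

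Camera also called lists with no single gene called over all genes, while fry called none of the 3 that follow (adjusted p = 0.136, 0.126 and 0.233). Proliferation genes had a median interaction of 0.43 and 11 of 28 higher adjusted over the list alone (camera adjusted p = 1.74e-14, and adjusted p = 0.319 with an estimated correlation), a call lost with only the libraries with Xist and without Y-linked reads. Amino acid and integrated stress response genes had a median of 0.30 and 6 of 20 higher adjusted over the list alone (camera adjusted p = 2.15e-05, and adjusted p = 0.319 with an estimated correlation). Interferon-stimulated genes had a median of -0.54 (camera adjusted p = 7.45e-10, and adjusted p = 0.319 with an estimated correlation).

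The edgeR quasi-likelihood test called 73 genes for the interaction, 18 higher and 55 lower, while DESeq2 called 295 and the edgeR fit with replicate numbers as a block called 188. With Y-linked reads as a covariate the count was 147, and with only the libraries with Xist and without Y-linked reads it was 1. The count was 20 without WT normoxia library 1, 23 without WT hypoxia library 1, 25 without WT hypoxia library 2, 224 without WT hypoxia library 3, 21, 38 and 43 without KO normoxia libraries 1, 2 and 3, and 18 and 47 without KO hypoxia libraries 1 and 2. The directions varied as well, with 121 higher and 103 lower without WT hypoxia library 3, while all 25 were lower without WT hypoxia library 2.

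Set side by side over genes, the responses of the genotypes had a Pearson r of 0.766 over all tested genes and 0.907 over the 4862 genes called in WT, with slopes of KO on WT of 0.873 and 0.862. Error in the WT fold changes lowers such slopes even where the responses are equal, as does choosing genes by their WT call. They therefore do not measure how much weaker the KO response was. The r over all genes depends on the filter and tool, at 0.286 without a count filter and 0.342 with DESeq2, and it was 0.566 with only the libraries with Xist and without Y-linked reads. Genes are not independent replicates, so no p is given. Of the WT-called genes, 3264 were called in the same direction in KO and 10 in the opposite direction, against 740.7 expected in the same direction by chance, and 96.0% had the same sign. Among genes that rose in WT hypoxia, 292 were lower in KO than in WT under hypoxia, against 102.6 expected. Genes that fell in WT and were higher in KO numbered 259, against 134.9 expected. The other overlaps also exceeded the product of shares. They were 203 genes that fell in WT and were lower in KO (146.5 expected) and 106 that rose and were higher (94.51 expected). These comparisons share the WT hypoxia libraries, so 20 simulations of unchanged groups were set beside them. The mean simulated r between the comparisons was -0.502, against -0.248 in the data. The covariance was -0.064 (-0.075 to -0.055), against -0.089 in the data. No simulation gave an overlapping gene. Unchanged groups yield few called genes, so that result was set in advance and does not judge the 292. Without WT hypoxia library 1 the overlap was 141, without WT hypoxia library 2 it was 178, without KO hypoxia library 1 it was 158 and without KO hypoxia library 2 it was 193. It was 165 with Y-linked reads as a covariate, 65 with monocyte and neutrophil levels as covariates, 22 with only the libraries with Xist and without Y-linked reads, and 93 with a fold threshold.

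**Figure D4:**
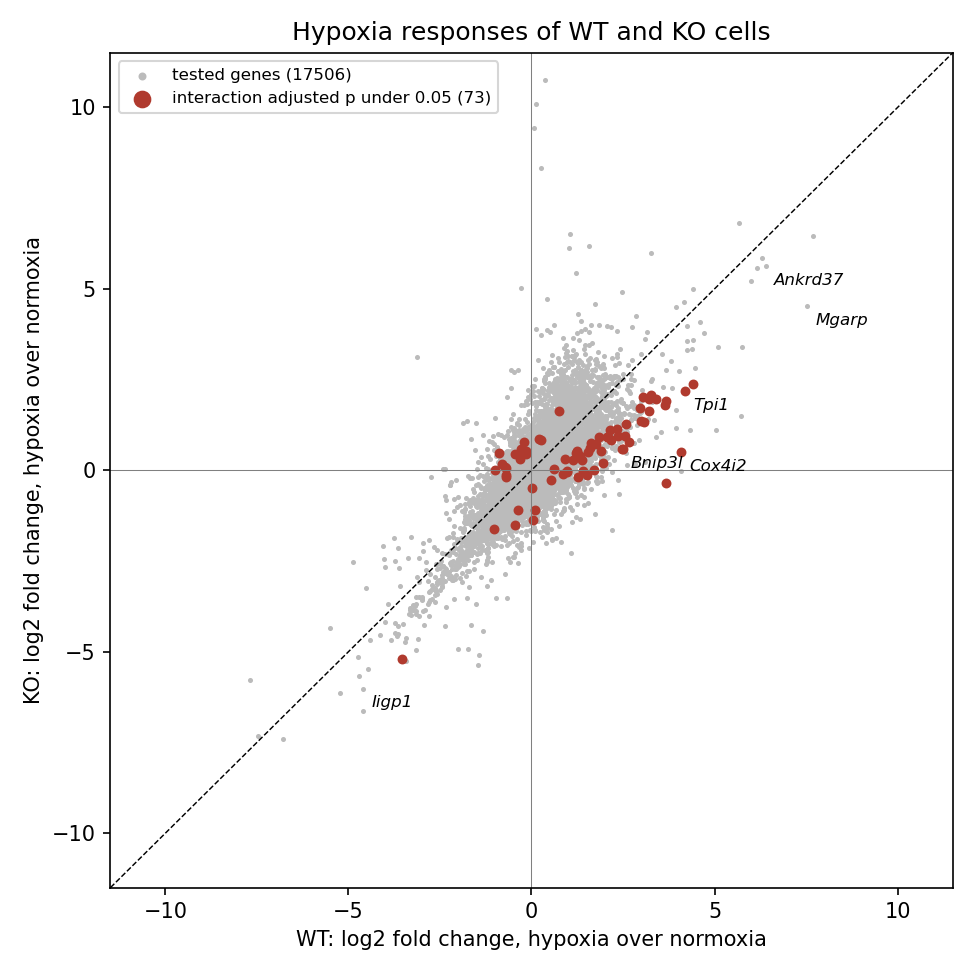
Log2 fold change under hypoxia in KO (vertical axis) against WT (horizontal axis), 1 point per tested gene, with the 73 genes called for the interaction marked and a dashed line where both responses are equal. The slope of KO on WT is 0.873 over all genes, a value that error in the WT fold changes lowers.

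Tnfsf11, the RANKL gene the study follows from these cells to bone (ENSMUSG00000022015, chromosome 14, 78277445 to 78308043), was barely detected. Its counts were 4, 7 and 0 in WT normoxia, 2, 3 and 9 in WT hypoxia, 6, 7 and 3 in KO normoxia, and 2, 3 and 6 in KO hypoxia, or at most 0.306 CPM. Summed over the 3 libraries of a group, the ratio of hypoxia to normoxia was 1.45 in WT (95% interval 0.612 to 3.53, exact binomial test, two-sided, p = 0.424) and 0.699 in KO (0.293 to 1.6, exact p = 0.443). The direction in WT rests on library 3, with 0 counts in normoxia and 9 in hypoxia, since libraries 1 and 2 had fewer counts in hypoxia than in normoxia. KO over WT was 0.715 under hypoxia (0.294 to 1.7, exact p = 0.43) and 1.48 under normoxia (0.647 to 3.54, exact p = 0.341). The intervals cover counting error only and leave out the spread between libraries, so they are too narrow. Differences within these bounds, and some beyond them, were not detectable at this depth. In the edgeR fit without a count filter the WT response was 0.41 ± 0.97. Tnfrsf11b, whose product OPG blocks RANKL, had group sums of 0, 3, 3 and 0 counts in the same order of groups, too few for a fold.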

Values the study reported

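In a separate experiment on ovariectomized mice, the study reported 111 genes with raised expression in B cells and 2954 genes bound by HIF-1α, of which 22 were shared. Those 22 genes are the source of the ovariectomy list used above.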

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

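The test of a fixed share of cells that kept HIF-1α, that of a difference between the sexes equal in both conditions, the fits with covariates and the fit without libraries that carried Y-linked reads were chosen only after the result was seen.

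The hypoxia response differed between the genotypes for 73 genes in a test of the difference itself, the edgeR interaction. Rising more or falling less in KO were Slc6a19 (1.35), the CTP synthase Ctps (1.02), the cell cycle repressor E2f8 (1.00), Tmem150a (0.97), Uap1l1 (0.90), the thioredoxin reductase Txnrd1 (0.89), the chemokine Ccl25 (0.88) and Bysl (0.82). Among the called genes that the naming rule takes, the most negative interactions were those of Col6a6 (-4.02), Cox4i2 (-3.57), the mitophagy receptor Bnip3 (-2.02), Tpi1 (-2.01), Bnip3l (-1.91), Fam162a (-1.88), Pdk1 (-1.85) and the phosphoglycerate kinase Pgk1 (-1.75). Of the 21 named genes with a call, 7 kept it without any 1 library and 14 lost it without at least 1, which leaves Tpi1, Bnip3l and Pdk1 as the kept ones among those listed here. With only the libraries with Xist and without Y-linked reads, which leaves 1 WT library per condition, Bnip3l alone of the 21 was called. The count ran from 18 without KO hypoxia library 1 to 224 without WT hypoxia library 3.

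For the interaction, camera at the preset correlation, which compares a list with the other genes, called 12 lists, with medians in brackets: glycolysis (-1.03), other canonical hypoxia genes (-0.58), the nuclear-encoded respiratory chain (0.16), cholesterol synthesis (0.20), the amino acid and integrated stress response (0.30), proliferation (0.43), ribosome biogenesis and Myc-linked genes (0.21), interferon-stimulated genes (-0.54), immature and mature B cell genes (-0.16), dendritic cell genes (-0.32), megakaryocyte and platelet genes (-0.87) and histone genes (-0.73). With an estimated correlation camera called 0 of the 28 lists (lowest adjusted p = 0.145), and fry called 1, glycolysis (adjusted p = 0.0155). The calls of glycolysis, other canonical hypoxia genes, the amino acid and integrated stress response, interferon-stimulated genes and dendritic cell genes held in the alternative fits, and the other 7 were each lost in at least 1.

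Of 100 splits of the libraries tested for the interaction, 8 called at least as many genes as the real 73, the real one included, and the highest other called 1724, so chance is not excluded by this count. The 7 others that called more were those that kept the hypoxia libraries grouped by genotype, and the highest count with mixed hypoxia libraries was 3. All 7 also parted pairs of WT libraries, as any other split with the hypoxia libraries grouped by genotype must. Among the 16 drawn splits that keep the WT pairs together, as the real one does, the highest other called 0 by edgeR. Every such split but the real one mixes the hypoxia libraries, so its low count follows from the mixing and does not bear on chance. The 16 are also too few for a share under 0.05. A split that calls several times the real count points to a structure of the samples, here the difference between KO and WT under hypoxia.

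The first pattern weighed is the lower level of glycolysis genes in KO under hypoxia (median -1.26). The sex of the mice could have contributed, since only WT libraries 1 and 2 carried many Y-linked reads, but the WT libraries of both conditions have the same sexes, so a difference equal in both would cancel in the interaction. Its median of -1.03 argues against such a difference as the whole cause. A hypoxia response that depends on sex stays open, since the fit without the libraries that carried Y-linked reads, with a median of -0.99, rests on 1 WT hypoxia library. The bound of -0.6 set for that fit is therefore not used. Fewer monocytes and neutrophils in the KO libraries are argued against as the whole cause by a median of -1.07 with their list levels as covariates, although the median of the other canonical hypoxia genes moved from -0.77 to -0.44 in that fit. Loss of HIF-1α in B cells stays open as a hypothesis for the remaining difference. Cd79a, whose locus carries the Cre, was lower in every KO library than in every WT library. An effect of the Cre or of less Cd79a therefore cannot be told apart from loss of HIF-1α in these libraries.

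The second pattern is the rise of glycolysis and hypoxia genes that is left in KO. If a fixed share of B cells had kept HIF-1α, every gene would keep the same share of its WT rise. The median share left was 30.1%, and 16% of 50 genes had an interval that excluded it, such as Ankrd37 at 10.4% and Bnip3l at 11.2%. All 8 of these genes lay under the median and 0 over it, which argues against a fixed share at the median for them. The intervals of the other genes include the median, and 16% is under the 25% set as the bound after the result was seen. The interval of Ankrd37 (7.9 to 12.9%) lies below those of Kdm3a (22 to 40.5%) and Vegfa (23.5 to 43.8%), genes picked after their values were seen. That argues against a single share for these genes, and so against such cells as the whole source of the rise in Kdm3a and Vegfa. Whether cells that kept HIF-1α account for part of the rise stays open. HIF-1α-intact monocytes and neutrophils left after the sort also stay open, since the glycolysis median in KO was 1.12 with their levels as covariates and only a KO library free of them would decide. Another oxygen-regulated factor, such as the product of Epas1, was not tested.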

How the results depend on the processing

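The fits with Y-linked reads as a covariate, with monocyte and neutrophil levels as covariates, and with only libraries with Xist and without Y-linked reads were chosen after the result was seen. No named gene called in the main or the alternative fit reversed its direction under any alternative run. Sign changes of named genes called in neither fit were not counted. Scaling by RLE size factors or without immunoglobulin and mitochondrial genes left each count of genes within 1.5 times its value. Where a value below moved, the cause was not tested, except that the fold threshold, the smaller fits and the left-out libraries use fewer genes or samples by construction.

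With a fold threshold the counts were 1266 in WT, 1623 in KO, 228 for KO against WT under hypoxia, 42 for the interaction and 93 for the overlap. Without a count filter 40 genes were called under normoxia and 194 for the interaction, and the agreement of the responses was 0.286. It was 0.826 with a filter at a CPM of 1, 0.816 with only the compared groups, where 0 genes were called under normoxia (edgeR, against 1594 at an unadjusted p under 0.05 in the fit of all libraries and 94 by DESeq2), and 0.342 with DESeq2, which called 94 genes under normoxia and 295 for the interaction. The replicate block gave 6007 genes in WT, 6476 in KO, 2257 for KO against WT under hypoxia, 4 under normoxia and 188 for the interaction, and moved no other count of genes by over 1.5 times. With Y-linked reads as a covariate 648 genes were called for KO against WT under hypoxia, 147 for the interaction, 165 in the overlap and 6 lists under normoxia. With monocyte and neutrophil levels these were 114 genes under hypoxia, 2 under normoxia and 65 in the overlap. With only the libraries with Xist and without Y-linked reads, 1070 genes were called in WT, 30 for KO against WT under hypoxia, 1 for the interaction, 22 in the overlap and 7 lists for the interaction, with an agreement of 0.566. With an estimated correlation camera called 0 lists in each of the 5 comparisons, and fry called 0 under normoxia and 1 for the interaction.

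Leaving out 1 library at a time gave 3561 to 5085 genes in WT, 3770 to 5126 in KO, 672 to 1796 for KO against WT under hypoxia, 3 to 294 under normoxia, 18 to 224 for the interaction and 141 to 351 in the overlap, with an agreement of 0.652 to 0.737. Lists numbered 14 to 17 in WT, 16 to 17 in KO, 10 to 15 and 7 to 11 for KO against WT under hypoxia and normoxia, and 11 to 17 for the interaction. KO against WT under hypoxia fell to 672, 754, 675 and 1147 without WT hypoxia libraries 1 and 2 and KO hypoxia libraries 1 and 2. Normoxia rose to 16 and 294 without WT normoxia library 3 and KO normoxia library 3. The interaction gave 20 without WT normoxia library 1, 23, 25 and 224 without WT hypoxia libraries 1, 2 and 3, 21, 38 and 43 without KO normoxia libraries 1, 2 and 3, and 18 and 47 without KO hypoxia libraries 1 and 2. The overlap was 141 and 178 without WT hypoxia libraries 1 and 2, and 158 and 193 without KO hypoxia libraries 1 and 2. Depth limits genes below the filter, such as Tnfsf11, and at 2-fold the simulated data gave back 65.2% of changed genes in the WT response.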

Other observations

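The tests of gene families, of immunoglobulin segments and of the Y-linked reads were chosen only after the result was seen.

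Families of genes that share a name stem were searched for an excess of calls, 229 families with a hypergeometric test and Benjamini-Hochberg correction. That test treats genes as independent and measures no spread between libraries, so its p-values overstate the evidence where genes move together. The Gbp and Kif families share members with the interferon and proliferation lists. In WT hypoxia 18 families passed, of which 8 are given here, chosen after their values were seen. There 26 of 50 mitochondrial ribosomal protein genes (Mrpl) fell, with a median of -0.35 (adjusted p = 7.54e-07), as did 8 of 9 RNA exosome genes (Exosc, median -0.48, adjusted p = 0.000177). All 10 guanylate-binding protein genes (Gbp) fell, with a median of -1.60 (adjusted p = 7.63e-07). Of 20 H2 genes of the MHC, which are class I members and the H2-DM accessory genes, 15 fell (median -0.76, adjusted p = 7.63e-07), such as H2-K1 (-0.94). Proteasome subunits of the Psmb family fell in 7 of 10 cases (median -0.49, adjusted p = 0.00668), including the immunoproteasome genes Psmb9 (-1.27) and Psmb10 (-1.10). Krüppel-like factors rose in 7 of 13 cases (median 0.69, adjusted p = 0.0185), such as Klf11 (1.61) and Klf10 (0.98), and lysine demethylases (Kdm) rose in 8 of 18 (median 0.21, adjusted p = 0.0223), such as Kdm5b (1.47) and Kdm6b (1.24). Histone genes by name stem (Hist) rose in 10 of 25 cases (median 1.00, adjusted p = 0.0185), while the histone list fixed beforehand, with 9 tested genes, did not pass (camera adjusted p = 0.243).

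In KO hypoxia 10 families passed and between KO and WT under hypoxia 3, of which 1 and 2 are given here. In KO hypoxia 9 of 17 cytosolic tRNA synthetase genes rose (median 0.26, adjusted p = 0.0467), such as Sars (0.70) and Aars (0.65), while Wars, which interferon induces, fell (-0.74). Between KO and WT under hypoxia, kinesins (Kif) were higher in 13 of 33 cases (median 0.32, adjusted p = 2.86e-07) and the GTPases of the Gimap family lower in 5 of 9 (median -0.61, adjusted p = 0.00848), led by Gimap7 (-1.60). Of 251 immunoglobulin segments tested, 23 were higher in KO under hypoxia, with a median of 0.28.

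In KO hypoxia library 1 the pattern was Y-linked reads at 12.2% of the level in the WT libraries that carry them (9.65 to 14.9% over 4 genes). RNA of such a WT library mixed in may be the source, but Cd79a was at 784.2 CPM against a mean of 812.7 in the other KO hypoxia libraries and 905.4 for such a mixture, an implied share of -3.76% (SD 5.47), which argues against it. A male KO donor among several could also be the source, and Xist at 1.19 times the mean of the other KO hypoxia libraries (1786 against 1358 and 1649 CPM after TMM scaling) leaves it open, since Xist varied between them. Whether libraries were pooled from several mice is not stated in the labels.

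The splits of 3 libraries against 3 number 10, the real one included, too few for a share under 0.05. In WT the real split, 1 of the 10, called 4862 genes and the highest other 0. In KO these were 5296 and 0, for KO against WT under hypoxia 1723 and 0, and under normoxia 4 and 0, by edgeR, with 1 of 10 splits reaching the real count each time. In WT, where the numbers pair the libraries, 4 splits part all pairs, and the highest of the others among them called 0. Every split but the real one mixes the compared groups. Where these groups differ, its low count was therefore set in advance and does not bear on chance.

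For RANKL the study read from these libraries a hypoxia effect far weaker in KO than in WT, and supported it with PCR and flow cytometry. It also reported HIF-1α binding at the Rankl promoter and a reporter assay. In ovariectomized mice lacking HIF-1α in B cells it found less RANKL in pro-B and pre-B cells. Those assays are not part of the counts used here. Here the ratios of summed Tnfsf11 counts were 1.45 in WT (0.612 to 3.53) and 0.699 in KO (0.293 to 1.6), and each interval includes equal levels. These ratios do not test whether the response was weaker in KO. The interaction does, and in the edgeR fit without a count filter it was -0.99 ± 1.37. Its sign is that of the study's reading, but its SE is too large to judge. The WT ratio rests on library 3, with 0 counts in normoxia and 9 in hypoxia, while libraries 1 and 2 went the other way, with 4 and 7 counts in normoxia and 2 and 3 in hypoxia.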
